A study of Mus musculus with 6 samples. Its data were reported in "Rewiring STAT signaling from the cell surface with Trikine immunotherapeutics" (2026).

How the data were processed

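Droplet-based 5' single-cell RNA sequencing (10x Genomics GEM-X) with hashtag antibodies had been run on CD45+ cells isolated with beads from subcutaneous 6694c2vTRP1 pancreatic tumors. Mice had received PBS, mono-IL10 (a monomeric form of IL-10) or IL10/2-Trikine (the same cytokine extended so that it also engages the IL-2 receptor beta chain), in 2 doses from day 8, with tumors taken on day 14. The cells of each treatment group had been pooled into 1 library after each mouse was labeled with its own hashtag, so there were 3 treatment libraries, each with a gene expression and a hashtag part, and 15 mice in all. The labels state 5 mice for each of the treated groups, and 5 hashtags were found in the PBS library. The deposited matrices hold UMI counts per gene and barcode with no normalization, for 34187 gene features and 5 hashtag features, made by the authors with Cell Ranger and its filtered barcode list. The deposited table of annotated cells gives counts of UMIs and genes per cell, the percent of mitochondrial UMIs, the mouse and 1 of 12 clusters named by the authors, and it covers T and NK cells only. That table also lists 7858 cells of a group with no sample here, and these were not used. It holds cells that the authors had called singlets or negative for hashtags, so cells they called doublets had already been removed from it.

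The table and the matrices were checked against each other. All 2084 annotated cells of the 3 groups were found among the barcodes of their libraries. Their UMI totals were equal in 97.9% of the PBS cells, 94.9% of the mono-IL10 cells and 96.1% of the IL10/2-Trikine cells, with a largest difference of 6 UMIs, and their hashtag totals were equal in every cell. Of the annotated cells, 1383 carried a mouse and entered the comparisons. Hashtags were called again with HTODemux of Seurat 5.3.0 at a positive quantile of 0.99. The same call as in the deposited table was obtained for 97.1% of the annotated PBS cells, 98.6% of the mono-IL10 cells and 97.9% of the IL10/2-Trikine cells, and no cell was given a different mouse. Of the annotated cells, 0 in PBS, 1 in mono-IL10 and 3 in IL10/2-Trikine were called doublets by this repeat and were kept. Among all barcodes that passed the filters below, 11.6% in PBS, 8.64% in mono-IL10 and 13.3% in IL10/2-Trikine carried more than 1 hashtag, and these were left out of the clustering described next.

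For the other cell types, barcodes with at least 1000 detected genes and at most 10% mitochondrial UMIs were kept, as in the methods of the study. Their log-normalized values over 2000 variable genes were reduced to 40 principal components and grouped into 60 clusters by k-means (scikit-learn 1.9.0, with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 under Python 3.11.15). A first clustering with 30 components and 40 clusters had not separated B cells and plasmacytoid dendritic cells. Clusters were named from marker lists fixed in advance for T cells, regulatory T cells, NK cells, B cells, plasma cells, macrophages or monocytes, neutrophils, conventional, mature and plasmacytoid dendritic cells, mast cells, tumor epithelial cells, fibroblasts, endothelial cells and erythroid cells. A class entered when at least 3 of its markers reached a mean of 1 on the scale to which the cells were normalized in some cluster, which plasma cells and erythroid cells did not. The score of a class was the median over its markers of the level relative to the highest cluster. A cluster took the name of its best class when that score was at least 0.25, at least 3 markers were detected and no other lineage scored above 0.25 of it. T cells, regulatory T cells and NK cells counted as 1 lineage, and so did macrophages and conventional or mature dendritic cells. A cluster stayed unnamed when its 10 leading genes held more markers of another lineage, or when its counts were low and those genes held no marker. The only cluster with B cell and plasmacytoid markers met both lists and stayed unnamed. These naming rules were changed 2 times after the clusters had been inspected, including the entry of classes, the lineages and a change of the ratio from 0.3 to 0.25. The first clustering and the first ratio are kept as alternatives. The names are marker-based and are written with the ending "-like" for cells that were not annotated by the authors.

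A mouse was the unit of replication in every test. Shares of clusters were computed per mouse among its annotated T and NK cells, and shares of marker-named classes among its named immune cells. Group means were compared by exact two-sided permutation tests over all splits of the mice, with Benjamini-Hochberg adjustment over all clusters or classes and the 3 comparisons of a family. With 5 mice against 5 there were 252 splits and the smallest possible p was 0.00794, which is also the smallest for 5 against 4. Counts were summed per mouse over T and NK cells, NK cells, T cells, macrophages and monocytes, and dendritic cells, and a mouse entered with at least 10 cells. By that minimum the mono-IL10 mouse 3 was left out of the NK cell tests, and neutrophils were not tested for expression because only 2 IL10/2-Trikine mice reached it. Differential expression was tested with edgeR 4.0.16 (quasi-likelihood fit, TMM normalization, filterByExpr, all 3 groups in 1 fit) under R 4.3.3, with a threshold of 0.05 on the adjusted p. DESeq2 1.42.0 was run as an alternative. A per-mouse score was the mean of log2(CPM + 1) over the genes of a list, where CPM are the summed counts of a mouse scaled to a common total. The STAT5 target list held the 10 genes that the methods of the study name for its STAT5 score. The cell cycle score used the 97 S and G2M genes of Seurat matched to mouse symbols, and a second score used Mki67, Cdk1, Cdk2, Cdk4, Cdk7 and Cdk9. Gene lists for STAT5 targets, S phase, G2M, an early IL-2/STAT5 response, an IL-10/STAT3 response, interferon response and naive or memory genes were tested with camera (preset correlation 0.01) and fry of limma 3.58.1 on log2 CPM with a prior count of 2. The Hallmark sets that the study used were not used here. Figures were drawn with matplotlib 3.10.9.

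Before the data were examined, the tests, the gene lists, the cell type markers, the main alternatives and the rule for naming genes were fixed. That rule names a fixed list in every population (the 10 STAT5 targets, Mki67, the 5 Cdk genes, Il2rb, Il10ra, Il10rb, Socs3, Cish, Ifng, Tcf7 and Il7r). It also names, per population and comparison, up to 5 genes with the largest increase and up to 5 with the largest decrease among those past the threshold whose CPM did not overlap between the mice of both groups and whose mean was at least 50 CPM, leaving out T cell receptor, immunoglobulin, mitochondrial and unnamed genes. The overlap was judged on TMM-normalized CPM, whereas the CPM printed and the numbers of mice above or below refer to CPM of the summed counts without it. On the latter scale Psmb2 in NK cells, Prf1 in T cells and Ifi205 in dendritic cells, each named once by that rule, were separated in 4 of 5 mice. Genes were matched by symbol, and 39 symbols that belong to more than 1 gene feature were kept apart by identifier. The reference at hand was GRCm38 while the authors used GRCm39, so no coordinates are given. The test of expression was tried on simulated counts with the sizes and dispersions of these data and 200 changed genes. In T and NK cells with IL10/2-Trikine against PBS, edgeR recovered 82% of the 200 changed genes, with 3.53% false calls, among 4595 genes. In NK cells it recovered 76.5% with 2.55% false calls for the same comparison. Against mono-IL10, false calls were 7.45% in T and NK cells and 5.42% in dendritic cells, above the 5% aimed at, and in the comparisons simulated with 0 changed genes it made 0 calls, or 1 call in T cells.

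The alternatives were DESeq2, RLE size factors, no filter beyond 1 count, fits with only the groups compared, cells above the lowest group median thinned to it, clusters weighted to equal shares, log2 odds in place of percentages, cells with at least 2000 genes, other denominators, a pseudocount of 10, scores over cells, z-scored genes, a STAT5 score without the NK receptor genes, the hashtag number as a replicate block, fry in place of camera, and leaving out each mouse in turn. The alternatives concerning the Cycling_T cluster, summed counts thinned to 1 total (50 draws, also with Cycling_T cells moved), the first clustering, the first naming ratio and annotated cells counted by the authors' type were added after the data had been seen. Sums of clusters, the splitting of Cycling_T cells by their NK and T cell transcripts, and the counting tests on single mice that stood apart were also added after the results were known. A prediction on NK against T cells had been written with the wrong direction and was replaced after the result was seen. A test of neutrophil loss first counted barcodes with neutrophil transcripts, which free RNA also gives, and was replaced by thinning after its result was seen. For the NK share, thinning first kept 92.3% of the PBS UMIs, the ratio of the annotated cells, and gave 25.5 points. It was repeated at the ratio of the libraries, and short barcodes were typed again, after those results were seen. A test of STAT5 targets in macrophages first summed all 10 genes and was changed to 8 after the other 2 were found to give 76.9% to 93.6% of the UMIs. It was changed again to 7, which are not lineage genes, and to shares of UMIs. The test of depth for the STAT5 score first used cells thinned to at most the lowest group median (1.61). Some genes that met the naming rule or are part of a list are not reported here by name. The depth per library and per mouse is given with the results. Intervals and limits given for shares cover counting error only.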

Results

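Single-cell gene expression was measured in CD45+ cells that had been isolated with beads from 6694c2vTRP1 pancreatic tumors of mice given PBS, mono-IL10 or IL10/2-Trikine, with 5 hashtagged mice in each group. The PBS library held 44412 barcodes with 515236552 gene UMIs, the mono-IL10 library 30528 barcodes with 458860129 gene UMIs and the IL10/2-Trikine library 55504 barcodes with 364814102 gene UMIs. Median UMIs per barcode were 6497.5 in PBS, 8078 in mono-IL10 and 5198 in IL10/2-Trikine. The authors' T and NK cell annotation covered 516 PBS cells, 843 mono-IL10 cells and 725 IL10/2-Trikine cells, with a median of 2780, 3959 and 2635 UMIs. No mouse was assigned to 32.6% of these cells in PBS, 24.7% in mono-IL10 and 44.8% in IL10/2-Trikine. The remaining cells numbered 41 to 112 per PBS mouse, 35 to 215 per mono-IL10 mouse and 46 to 134 per IL10/2-Trikine mouse, with 124258 to 995020 summed UMIs per mouse. Each treatment was measured in 1 library, so no value could be compared between libraries of the same group, and an effect of the treatment and an effect of the library cannot be told apart. Both treated groups were compared with the same PBS mice, and the IL10/2-Trikine mice entered a pair of comparisons, so the 3 comparisons are not independent.

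The first question was whether IL10/2-Trikine changed which T and NK cells were present, relative to untreated tumors and to the cytokine without the IL-2 part. It was addressed with 36 exact two-sided permutation tests on the shares of 12 annotated clusters, whose smallest possible p is 0.00794. Cycling_NK cells made up 8.79% ± 5.31 (SD, n = 5) of the T and NK cells in IL10/2-Trikine, against 1.05% ± 1.45 (SD, n = 5) in PBS and 1.58% ± 1.80 (SD, n = 5) in mono-IL10. Each of the 5 IL10/2-Trikine mice lay above every mouse of both other groups (exact permutation p 0.00794 and adjusted p 0.0317 for each). NK cells made up 46.6% ± 8.58 (SD, n = 5) in IL10/2-Trikine, 27.8% ± 7.73 (SD, n = 5) in PBS and 28.6% ± 3.28 (SD, n = 5) in mono-IL10. The difference of 18.0 percentage points from mono-IL10 passed the threshold (adjusted p 0.0317, 5 of 5 mice above), while that of 18.8 points from PBS was not past it (exact permutation p 0.0159, adjusted p 0.0519, 4 of 5 mice above). Cycling_T cells made up 23.5% ± 3.32 (SD, n = 5) in IL10/2-Trikine and 12.7% ± 3.47 (SD, n = 5) in PBS (adjusted p 0.0317 by exact permutation, 5 of 5 mice above). Against the 15.0% ± 3.20 (SD, n = 5) in mono-IL10 the difference of 8.52 points was not past the threshold (exact permutation p 0.0159, adjusted p 0.0519, 4 of 5 mice above).

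Other clusters were lower with IL10/2-Trikine. The gdT/NKT cluster made up 7.08% ± 2.01 (SD, n = 5), against 15.9% ± 3.92 (SD, n = 5) in PBS (adjusted p 0.0317 by exact permutation, all 5 mice below), and 9.48% ± 2.78 (SD, n = 5) in mono-IL10. The naive_CD8T cluster made up 0.448% ± 0.667 (SD, n = 5), against 9.0001% ± 4.0008 (SD, n = 5) in PBS and 17.3% ± 6.01 (SD, n = 5) in mono-IL10 (adjusted p 0.0317 for each by exact permutation, all 5 mice below). No naive_CD4T cell was found among the 400 IL10/2-Trikine cells, which allows a share of up to 0.75%, against 5.28% ± 3.44 (SD, n = 5) in PBS (adjusted p 0.0317 by exact permutation, all 5 mice below) and 3.59% ± 2.51 (SD, n = 5) in mono-IL10 (adjusted p 0.0902). Activated CD4 T cells (act_CD4T) made up 5.47% ± 2.09 (SD, n = 5), against 11.3% ± 2.79 (SD, n = 5) in mono-IL10 (adjusted p 0.0317 by exact permutation, all 5 mice below). Treg cells made up 5.33% ± 4.61 (SD, n = 5), against 12.7% ± 3.06 (SD, n = 5) in PBS, a difference that was not past the threshold (adjusted p 0.0762, 4 of 5 mice below). In all, 5 of the 12 clusters passed it for IL10/2-Trikine against PBS and 4 against mono-IL10. For mono-IL10 against PBS 0 of the 12 did by the permutation test, while 3 had an unadjusted exact p under 0.05 (Treg, gdT/NKT and naive_CD8T). The largest of these was naive_CD8T, higher by 8.26 points (exact permutation p 0.0317, adjusted p 0.0762, 3 of 5 mice above).

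Sums of clusters were formed after these results were seen and tested as a family of 9. NK and Cycling_NK cells together made up 55.4% ± 9.76 (SD, n = 5) in IL10/2-Trikine, 28.8% ± 7.96 (SD, n = 5) in PBS and 30.2% ± 4.99 (SD, n = 5) in mono-IL10. All cycling clusters together made up 34.9% ± 6.01 (SD, n = 5), 17.2% ± 2.36 (SD, n = 5) and 17.9% ± 3.74 (SD, n = 5), and the naive clusters 0.448% ± 0.667 (SD, n = 5), 14.6% ± 6.45 (SD, n = 5) and 21.6% ± 7.47 (SD, n = 5). In all 3 sums the IL10/2-Trikine mice were separated from every mouse of both other groups (adjusted p 0.0119 by exact permutation). For the sum of the naive clusters, a loss of cells to the gene filter was not tested either. Mono-IL10 differed from PBS by 1.39, 0.744 and 7.03 points (exact permutation p 0.770, 0.667 and 0.135). Restriction to cells with at least 2000 genes left as few as 2 cells in a mouse and turned the NK difference from mono-IL10 to -1.74 points. With all named immune cells as denominator the NK difference from PBS was 3.38 points and was not past the threshold.

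**Figure D1:**
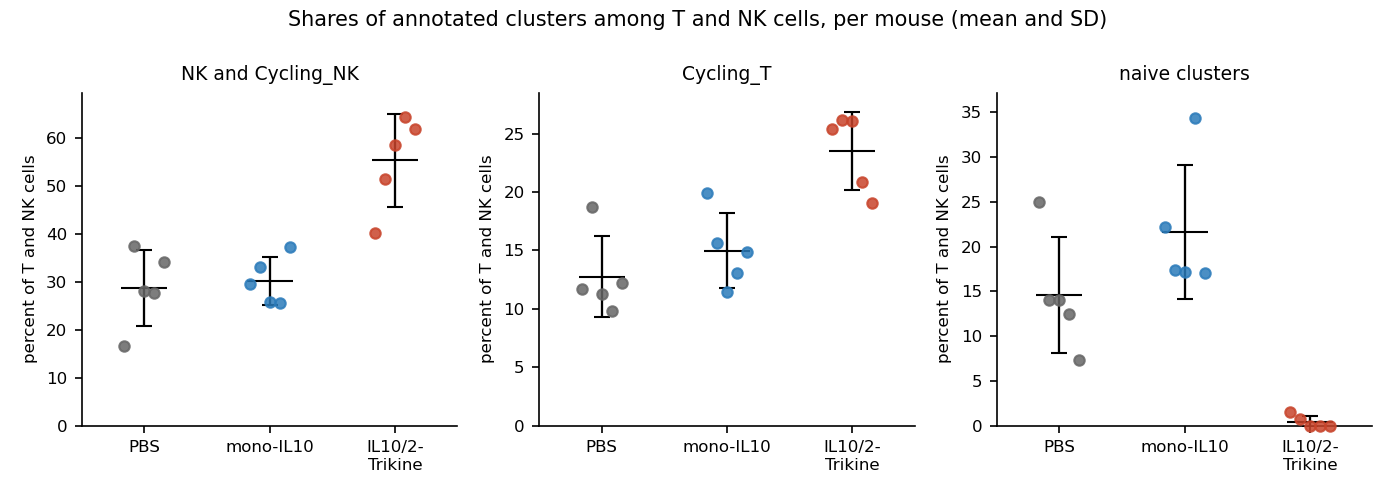
Percent of annotated T and NK cells per mouse (y axis) in the PBS, mono-IL10 and IL10/2-Trikine groups, for NK with Cycling_NK cells, for Cycling_T cells and for the naive clusters. Points are mice, and bars give the mean and SD of 5 mice; the mean NK share was 55.4% in IL10/2-Trikine and 28.8% in PBS.

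The Cycling_T cluster carried NK transcripts in the IL10/2-Trikine library. Cycling_T cells with at least 2 NK and no T cell UMIs made up 30.8% ± 9.70 (SD, n = 5) of the cluster in IL10/2-Trikine, 11.02% ± 7.45 (SD, n = 5) in PBS (exact permutation p 0.0159) and 0.714% ± 1.60 (SD, n = 5) in mono-IL10 (exact permutation p 0.00794). Having no T cell UMI depends on depth, and with every cell thinned to 1500 UMIs the shares were 39.97%, 19.8% and 9.60% (exact permutation p 0.00794 for each). Cycling_T cells were also moved by their NK UMIs (Ncr1, Klrb1c, Klre1, Tyrobp and Fcer1g) and T cell UMIs (Cd3e, Cd3d, Cd3g, Trac and Trbc2). Free RNA of Tyrobp and Fcer1g was not tested as a source. When Cycling_T cells with more NK than T cell UMIs were counted as Cycling_NK, the Cycling_T difference was -0.750 points from PBS and -4.44 points from mono-IL10. The Cycling_NK share then was 24.1% in IL10/2-Trikine, 4.86% in PBS and 3.94% in mono-IL10. All values below for T cells include this cluster unless stated otherwise.

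Whether the treatments changed the other CD45+ cells was asked with marker-named classes, in 18 exact two-sided permutation tests on shares of named immune cells. Although the cells had been isolated as CD45+, clusters with tumor epithelial markers held 34.5% of the clustered cells in PBS, 35.7% in mono-IL10 and 54.6% in IL10/2-Trikine, counted by library. The means over mice were 22.9%, 26.8% and 44.3%. The difference of IL10/2-Trikine from PBS was 21.4 points (exact permutation p 0.0476, adjusted p 0.190, 4 of 5 above). No difference in this share was past the threshold. Unnamed clusters held 28.0% of the clustered cells in PBS, 23.3% in mono-IL10 and 24.0% in IL10/2-Trikine. NK cell-like cells made up 8.98% ± 3.13 (SD, n = 5) of the named immune cells in IL10/2-Trikine, against 2.18% ± 0.822 (SD, n = 5) in PBS (adjusted p 0.0286 by exact permutation, 5 of 5 mice above) and 3.82% ± 1.78 (SD, n = 5) in mono-IL10 (adjusted p 0.0635, 4 of 5 above). T cell-like cells made up 1.67% ± 0.402 (SD, n = 5), against 3.34% ± 1.37 (SD, n = 5) in PBS and 7.36% ± 3.73 (SD, n = 5) in mono-IL10 (adjusted p 0.0286 for each by exact permutation, all 5 mice below). These names did not separate T from NK cells in the way the authors' clusters did. Clusters named NK cell-like held 861 of the annotated NK cells and 388 of the annotated T cells, Cycling_T and gdT/NKT cells included. Of the annotated T cells, 28.7% in PBS, 15.0% in mono-IL10 and 68.4% in IL10/2-Trikine lay in NK cell-like clusters. With annotated cells counted by the authors' type, the T cell difference of IL10/2-Trikine was -0.430 points from PBS (exact permutation p 0.738) and -4.70 points from mono-IL10 (adjusted p 0.0794, 2 of 5 below). The NK cell difference from PBS was 5.45 points (adjusted p 0.0476 by exact permutation, 5 of 5 above). The lower T cell-like share thus depended on how NK-like T cells were named. Unnamed mixed clusters with T or NK transcripts held 4.67 droplets per named T or NK cell in PBS, 2.82 in mono-IL10 and 5.32 in IL10/2-Trikine, so the T and NK cell shares cover a part of these cells. Neutrophil-like cells made up 0.635% ± 0.339 (SD, n = 5), against 2.58% ± 0.597 (SD, n = 5) in PBS and 5.70% ± 2.05 (SD, n = 5) in mono-IL10 (adjusted p 0.0286 for each by exact permutation, all 5 mice below). The neutrophil share in mono-IL10 was higher than in PBS by 3.12 points (adjusted p 0.0476 by exact permutation, 4 of 5 above). Macrophage or monocyte-like cells made up 81.4% ± 3.81 (SD, n = 5) in IL10/2-Trikine, 82.7% ± 4.02 (SD, n = 5) in PBS and 76.9% ± 7.30 (SD, n = 5) in mono-IL10, with no comparison past the threshold. Dendritic cell-like cells made up 6.65% ± 1.75 (SD, n = 5), 8.89% ± 1.45 (SD, n = 5) and 5.80% ± 1.75 (SD, n = 5). Mast cell-like cells made up 0.694% ± 0.299 (SD, n = 5), 0.301% ± 0.147 (SD, n = 5) and 0.450% ± 0.200 (SD, n = 5). No comparison of either class was past the threshold. Among cells with at least 2000 genes, the T cell difference from PBS was 0.951 points and the neutrophil difference of mono-IL10 from PBS was -0.0743 points. Under the first clustering and the first naming ratio, the differences of T cells between IL10/2-Trikine and PBS and of neutrophils between mono-IL10 and PBS were not past the threshold. The latter was also not past it with annotated cells counted by the authors' type. The clusters behind a class differed by group: the largest macrophage cluster was 11 in PBS, 12 in mono-IL10 and 10 in IL10/2-Trikine. The largest T cell cluster was 53 in IL10/2-Trikine and 31 in the others. Cluster 53 was named Treg-like, so the T cell-like class includes Treg-like cells. It held 57.8% of the class in IL10/2-Trikine, 32.5% in PBS and 15.1% in mono-IL10. The largest NK cluster was 38 in IL10/2-Trikine and 35 in the others.

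**Figure D2:**
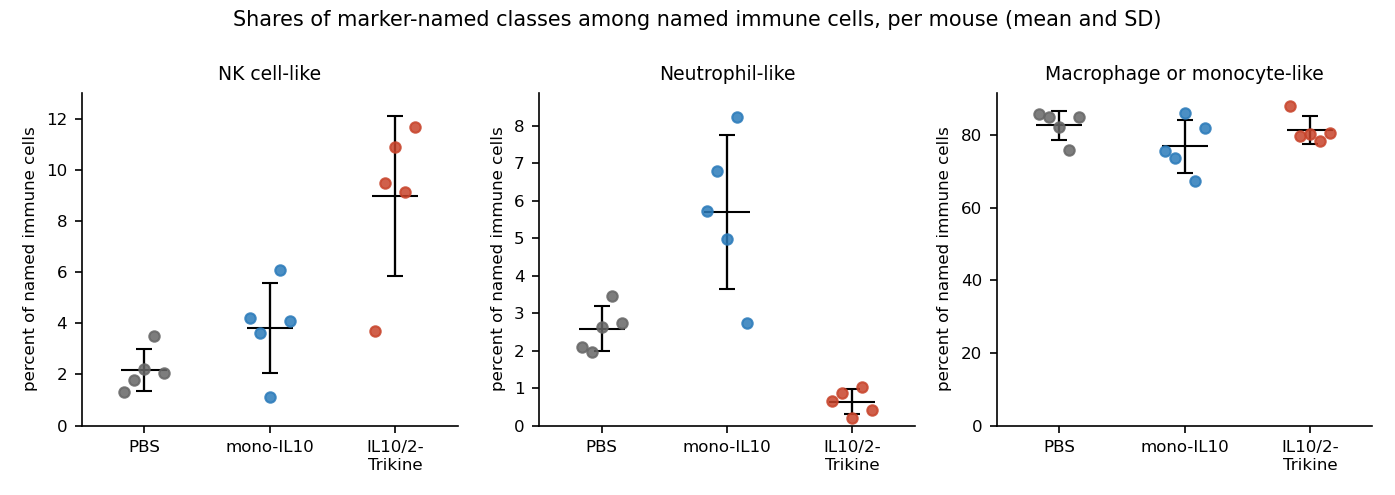
Percent of marker-named immune cells per mouse (y axis, from 0) that were NK cell-like, neutrophil-like or macrophage or monocyte-like in PBS, mono-IL10 and IL10/2-Trikine. Points are mice, and bars give the mean and SD of 5 mice; mean neutrophil shares were 2.58%, 5.70% and 0.635%.

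Whether IL10/2-Trikine raised STAT5 target genes was addressed with the 10-gene score in 9 exact permutation tests. The genes are those that the study took from earlier literature, and several of them, such as Klrd1, Klrb1c and Klra7, are NK receptor genes. Over T and NK cells the score was 9.45 ± 0.161 (SD, n = 5) in IL10/2-Trikine, 8.91 ± 0.149 (SD, n = 5) in mono-IL10 and 8.07 ± 0.212 (SD, n = 5) in PBS, on the log2 scale. All 3 differences, 1.37 and 0.54 for IL10/2-Trikine and 0.83 for mono-IL10 against PBS, separated every mouse (adjusted p 0.0102 by exact permutation). Within NK cells the score was 9.72 ± 0.234 (SD, n = 5), 9.31 ± 0.145 (SD, n = 4) and 8.11 ± 0.485 (SD, n = 5), and within T cells 8.89 ± 0.106 (SD, n = 5), 8.23 ± 0.154 (SD, n = 5) and 7.66 ± 0.113 (SD, n = 5) in the same order. All 6 comparisons within NK or T cells also separated every mouse (adjusted p 0.0102, or 0.0159 with 4 mice, by exact permutation). For NK cells against mono-IL10 the difference was not past the threshold as a mean over cells of log-normalized values (0.23) or with z-scored genes (0.48). Without Klrd1, Klrb1c and Klra7 the T cell difference from mono-IL10 was 0.20, and with the NK-like Cycling_T cells moved it was 0.39, neither past the threshold. Moved and thinned to 1 total it was 0.83 and past it. Cluster shares alone gave an expected difference of 0.26 from PBS and 0.24 from mono-IL10 (adjusted p 0.0190 and 0.0159 by exact permutation over 6 tests), which left 1.12 and 0.30 (adjusted p 0.0159 and 0.0190). Between mono-IL10 and PBS the shares gave 0.02 and left 0.82. Of the 10 genes in T and NK cells, 9 passed the threshold against PBS over all genes tested and 10 when adjusted over the list alone, 4 and 6 against mono-IL10, and 6 and 8 for mono-IL10 against PBS. In NK cells the counts were 8 and 10, 1 and 2, and 1 and 9. In T cells they were 5 and 10, 5 and 6, and 5 and 9. Not all of these were higher: against mono-IL10, 1 was lower in T cells either way and 1 in T and NK cells over the list alone. Between mono-IL10 and PBS, 1 was lower in T cells over the list alone.

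**Figure D3:**
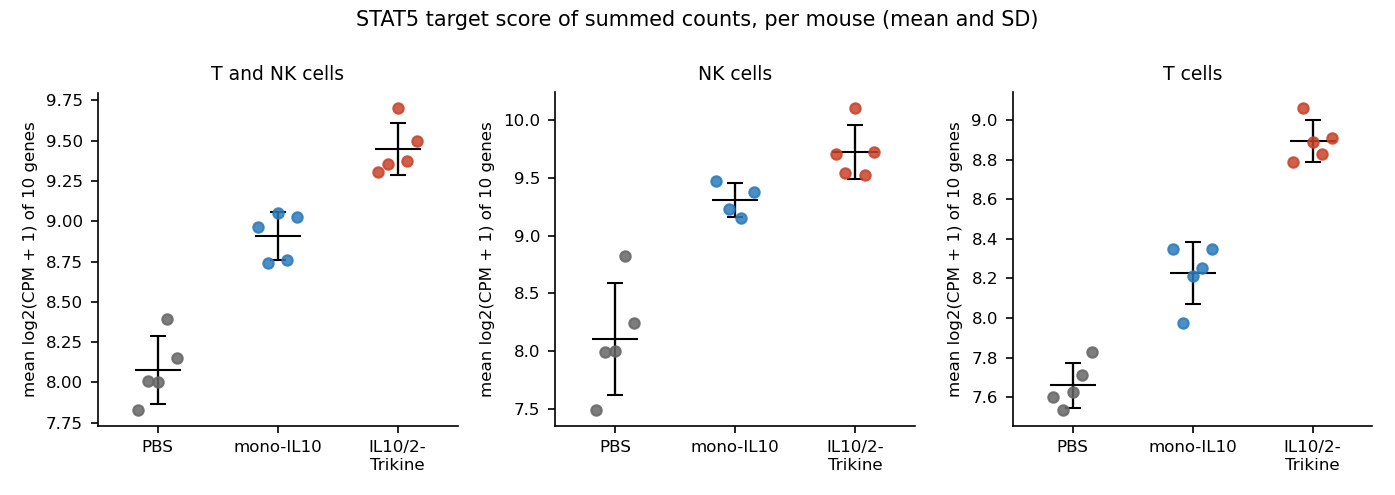
Mean log2(CPM + 1) of 10 STAT5 target genes per mouse (y axis) over T and NK cells, NK cells and T cells in PBS, mono-IL10 and IL10/2-Trikine. Points are mice, and bars give the mean and SD; over T and NK cells the means were 8.07, 8.91 and 9.45.

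Cell cycle activity was compared in 36 tests. The S and G2M score over T and NK cells was 5.52 ± 0.210 (SD, n = 5) in IL10/2-Trikine, 5.03 ± 0.176 (SD, n = 5) in PBS (adjusted p 0.0260 by exact permutation, 5 of 5 above) and 5.03 ± 0.257 (SD, n = 5) in mono-IL10 (exact permutation p 0.0238, adjusted p 0.0571, 3 of 5 above). Within NK cells it was 4.34 ± 0.320 (SD, n = 5), 2.65 ± 0.476 (SD, n = 5) and 3.48 ± 0.182 (SD, n = 4), with all 3 comparisons past the threshold (adjusted p 0.0260, or 0.0440 where mono-IL10 entered, by exact permutation). Within T cells it was 5.97 ± 0.127 (SD, n = 5), 5.30 ± 0.243 (SD, n = 5) and 5.38 ± 0.285 (SD, n = 5), with both IL10/2-Trikine comparisons past it (adjusted p 0.0260 by exact permutation) and a difference of 0.08 for mono-IL10 against PBS. The scores respond to depth and to the Cycling_T cluster: with every mouse thinned to 1 total, the NK difference between mono-IL10 and PBS was 0.19 and not past the threshold. The T cell differences of IL10/2-Trikine were then 0.97 from PBS and 1.02 from mono-IL10 (adjusted p 0.0260 for each by exact permutation, 5 of 5 above). With the NK-like Cycling_T cells moved they were 0.06 and -0.04, but an IL10/2-Trikine mouse then held as few as 23630 T cell UMIs. Moved and thinned to 1 total, they were 0.63 and 0.68 (adjusted p 0.0238 for each by exact permutation, 5 of 5 above). Part of the fall thus followed depth. They stayed under the 0.97 and 1.02 seen without the move, for which another total was used. Whether the move gave the rest was not decided. The score of Mki67 and the 5 Cdk genes over T and NK cells differed by 0.37 from PBS (adjusted p 0.0902) and by 0.49 from mono-IL10 (adjusted p 0.0260 by exact permutation, 5 of 5 above). Within NK cells it differed by 2.17 and 0.98 (adjusted p 0.0260 for each by exact permutation, 5 of 5 above). No comparison within T cells was past the threshold. At least 1 Mki67 UMI was found in 29.0% ± 5.59 (SD, n = 5) of the T and NK cells in IL10/2-Trikine, 15.99% ± 2.89 (SD, n = 5) in PBS (adjusted p 0.0260 by exact permutation, 5 of 5 above) and 18.0% ± 3.35 (SD, n = 5) in mono-IL10 (adjusted p 0.0714, 4 of 5 above). Within T cells, Cycling_T included, the share was 46.8% ± 8.59 (SD, n = 5), 21.4% ± 6.22 (SD, n = 5) in PBS and 21.7% ± 4.89 (SD, n = 5) in mono-IL10 (adjusted p 0.0260 for each by exact permutation, 5 of 5 above). Within NK cells it was 14.3% ± 4.28 (SD, n = 5), 4% ± 8.94 (SD, n = 5) and 8.61% ± 5.95 (SD, n = 4), with no comparison past the threshold (adjusted p from 0.0902 to 0.551). As background, 2.88% of 208 naive cells carried one, at a median of 2856.5 UMIs per cell. These were 6 of 155 naive cells in mono-IL10, 0 of 51 in PBS and 0 of 2 in IL10/2-Trikine. The background of the IL10/2-Trikine library was thus hardly measured. With every cell thinned to 1500 UMIs the shares were 17.5%, 10.5% and 11.9%, and no comparison over T and NK cells was past the threshold. Thinned T cells gave 29.9%, against 14.9% in mono-IL10 (adjusted p 0.0260 by exact permutation, 5 of 5 above) and 14.4% in PBS (adjusted p 0.0571, 4 of 5 above).

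Whether the effect differed between NK and T cells was tested on the per-mouse difference of the scores (6 tests). The effect of IL10/2-Trikine against PBS on the S and G2M score was larger in NK cells by 1.026 (adjusted p 0.0476 by exact permutation, 5 of 5 mice above). This difference was 0.25 (exact permutation p 0.230) with all mice thinned to 1 total and 0.20, not past the threshold, with a pseudocount of 10. The other 5 tests were not past it, with 0.38, -0.25 and 0.63 for the STAT5 score and 0.36 and 0.67 for the S and G2M score (adjusted p from 0.0794 to 0.183).

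Differential expression was tested in T and NK cells together with edgeR over 4595 genes. For IL10/2-Trikine against PBS 436 genes passed the threshold (216 higher, 220 lower), against mono-IL10 406 (181 higher, 225 lower) and for mono-IL10 against PBS 51 (32 higher, 19 lower). The mice did not overlap in 253, 273 and 35 of these genes, and 7.03%, 9.38% and 4.68% of all tested genes did not overlap, where chance gives 0.794%. Clusters weighted to equal shares, tested with limma, gave 255, 117 and 18 genes, and without a filter beyond 1 count mono-IL10 against PBS gave 156. Gzma rose from 362 ± 248 CPM (SD, n = 5) in PBS to 3272 ± 1181 CPM (SD, n = 5) in IL10/2-Trikine (log2 fold change 3.13, SE 0.32, adjusted p 5.8e-07, 5 of 5 mice above). Prf1 (ENSMUSG00000037202) rose from 113 ± 78.2 CPM (SD, n = 5) to 614 ± 170 CPM (SD, n = 5) (log2 fold change 2.31, adjusted p 6.1e-05, 5 of 5 above). Gzmb (ENSMUSG00000015437) rose from 764 ± 238 CPM (SD, n = 5) to 1961 ± 292 CPM (SD, n = 5) (log2 fold change 1.36, adjusted p 6.02e-05, 5 of 5 above). The other genes named by the rule were Arsb, H1f5 and Rrm2 (log2 fold change 1.55, 1.49 and 1.48) among those higher and Cd5, Sntb1, Ramp3, Lat and Ccr7 (-1.92, -1.64, -1.55, -1.51 and -1.43) among those lower, all with mice that did not overlap. Il7r was lower (-1.40, 5 of 5 mice below), Tcf7 was lower (-0.88, adjusted p 0.0275, 5 of 5 below) and Il2rb higher (0.42, adjusted p 0.0114, 4 of 5 above). Mki67 (0.35, adjusted p 0.392), Ifng (1.01, adjusted p 0.0847), Cish (-0.46, adjusted p 0.200) and Socs3 (-0.11) were not past the threshold, and Il10ra and Il10rb did not pass the filter on low counts.

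Against mono-IL10, IL10/2-Trikine raised Gzma, Klrb1c, Rrm2, Aoah and Myb (1.61, 1.495, 1.38, 1.38 and 1.24) and lowered Cd8b1, Cd8a, Themis, Lat and Ccl5 (-2.97, -2.90, -2.14, -2.02 and -1.93), each with 5 of 5 mice on one side. Gzmb did not differ (0.10, adjusted p 0.802) and Il2rb was higher (0.49, adjusted p 0.00289, 5 of 5 above). For mono-IL10 against PBS the rule named Gzma, Ccl5, Cd8b1, Gzmb and Lag3 (1.52, 1.502, 1.35, 1.26 and 1.16) as higher and Cd74, Lyz2, Cish, Mpp7 and Ikzf2 (-1.54, -1.48, -0.87, -0.85 and -0.75) as lower. Lyz2, Cd74, H2-Aa and Ccl8 are abundant in macrophages, and T and NK cells held 1.25% to 9.06% of the macrophage level. Lyz2 also fell in macrophages, from 6007 CPM in PBS to 3194 CPM in mono-IL10, so changes of these genes in T and NK cells are not read as changes of those cells. Prf1 was also higher (1.56, adjusted p 0.0122, 4 of 5 above). Cish was 60.9 ± 12.6 CPM (SD, n = 5) in mono-IL10 and 116 ± 21.6 CPM (SD, n = 5) in PBS (adjusted p 0.0207, 5 of 5 below).

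In NK cells edgeR gave 104 genes for IL10/2-Trikine against PBS, 56 against mono-IL10 and 7 for mono-IL10 against PBS of 2355 tested. The mono-IL10 group had 4 mice, for which chance gives a non-overlapping share of 1.59%, against 8.28% and 9.68% of the tested genes in the comparisons that used it. DESeq2 gave 124, 94 and 14. Against PBS, Ly6a rose from 33.5 ± 51.3 CPM (SD, n = 5) to 426 ± 90.7 CPM (SD, n = 5) (log2 fold change 3.13, adjusted p 3.07e-05, 5 of 5 above), with Pclaf, Gzma, Coro2a and Prf1 (2.69, 2.60, 1.52 and 1.52) also higher. Dscam, Rnf19b, Kit, Xcl1 and Tcf7 (-2.18, -1.84, -1.67, -1.66 and -1.54) were lower. Against mono-IL10, Pclaf, Top2a, Tuba1b, Ccl8 and Cenpw (2.23, 1.58, 1.51, 1.40 and 1.32) were higher and H1f2, Xcl1, Tcf7, Pde4b and Psmb2 (-1.48, -1.34, -1.26, -0.92 and -0.88) lower. For mono-IL10 against PBS the named genes were Ly6a, Tyrobp, Tmsb4x and Actb (2.92, 0.64, 0.50 and 0.47) and Ythdc1 (-0.80). Il2rb did not differ in NK cells (0.00 against PBS, adjusted p 0.995).

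In T cells 286, 391 and 55 of 3189 genes passed the threshold, and without the Cycling_T cluster 41, 137 and 26 did. Only 3 of 5 IL10/2-Trikine mice then kept enough cells, so fewer mice also lower the first 2 numbers. Against PBS, Prf1, Gzma, Ncr1, Rrm2 and Spry2 (2.94, 2.88, 2.30, 1.88 and 1.85) were higher and Sntb1, Slco3a1, Ramp3, Gimap7 and H2-Aa (-1.82, -1.73, -1.69, -1.65 and -1.62) lower. Ncr1 and Klrb1c are NK genes, and part of the Cycling_T cells in this population carried NK and no T cell UMIs. Against mono-IL10, Klrb1c, Ncr1, Spry2, Rrm2 and Myb (2.49, 2.46, 2.24, 1.69 and 1.68) were higher and Ccl5, Cd8b1, Cd8a, Gzmk and Gimap7 (-2.75, -2.63, -2.55, -2.18 and -2.06) lower, and Cish was higher (0.73, adjusted p 0.0484, 4 of 5 above). For mono-IL10 against PBS, Gzma, Prf1, Ccl5, Cd8b1 and Gzmb (1.79, 1.78, 1.74, 1.44 and 1.29) were higher and H2-Aa, Lyz2, Cish and Myo1e (-1.88, -1.37, -1.09 and -1.06) lower.

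Myeloid cells were tested because the libraries held all CD45+ cells. In macrophages and monocytes 2079, 1467 and 3131 of 12165 genes passed the threshold for IL10/2-Trikine against PBS, against mono-IL10 and for mono-IL10 against PBS. Both treatments raised Gja1 (3.31 and 3.80), Cd163 (2.87 and 2.84) and Ifitm1 (2.20 and 3.07) against PBS, and lowered Mki67 (-0.95 and -1.24) and Mgl2 (-1.36 and -1.92). Socs3 was 321 ± 29.3 CPM (SD, n = 5) in PBS, 444 ± 26.6 CPM (SD, n = 5) in mono-IL10 (adjusted p 3.85e-05, 5 of 5 above) and 313 ± 19.7 CPM (SD, n = 5) in IL10/2-Trikine (-0.05 against PBS, adjusted p 0.697, and -0.60 against mono-IL10). The further named genes were Ccl8 and Npl (1.63 and 1.60) and Gdf15, Dcstamp, Ramp3 and Adgre5 (-1.62, -1.51, -1.34 and -1.28) for IL10/2-Trikine against PBS. Clu, S100a6, Sfxn3 and Hdac9 (1.54, 0.69, 0.65 and 0.61) were higher and Pgf, Ddit4, Tnfsf9, Ramp3 and H1f2 (-1.23, -1.23, -1.07, -1.03 and -0.99) lower against mono-IL10. In mono-IL10 against PBS they were Pgf and Mt2 (2.05 and 1.94) and Cd36, Top2a, Cx3cr1 and Adgre5 (-2.15, -1.65, -1.60 and -1.55). Of the STAT5 targets 8 passed the threshold against PBS over all genes and 9 when adjusted over the list alone, with the same counts against mono-IL10, and 2 for mono-IL10 against PBS either way. In each of the last 2 comparisons 1 of them was lower. With the 7 targets that are neither lineage genes nor most of the UMIs, the difference of IL10/2-Trikine from mono-IL10 was 93.1 CPM in all macrophages and 29.2 CPM in those without a T or NK lineage UMI (exact permutation p 0.00794 for each, 5 of 5 above).

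In dendritic cells 157, 141 and 310 of 7838 genes passed. Against PBS, IL10/2-Trikine raised Cd38, Timm10b, Cyp4f16 and Ctnnd2 (1.34, 1.01, 0.99 and 0.98) and lowered Ccl17, Cd36, Axl, Clec9a and Mcemp1 (-1.40, -1.28, -1.18, -1.15 and -0.96). Against mono-IL10 only 4 genes met the rule for an increase, Nme1, Txnip, Xist and Ap2m1 (0.87, 0.86, 0.85 and 0.58), while Pgf, Ddit4, Ifi205, Slc16a3 and Alpk2 (-1.38, -1.17, -1.11, -1.07 and -1.01) were lower. For mono-IL10 against PBS, Ifitm1, Pgf, Gzmb, Mt2 and Ecm1 (1.79, 1.76, 1.73, 1.71 and 1.61) were higher and Ear2, S100a9, Axl, S100a8 and Ccl17 (-1.85, -1.75, -1.61, -1.61 and -1.42) lower. Of 7 STAT5 targets tested, 0 passed over all genes for IL10/2-Trikine against PBS with edgeR, and 2 did when adjusted over the list alone, with 0 and 0 against mono-IL10 and 2 and 3 for mono-IL10 against PBS.

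Gene lists were tested with camera over 102 combinations of list, population and comparison, of which 15 passed for IL10/2-Trikine against PBS, 14 against mono-IL10 and 14 for mono-IL10 against PBS. With fry 15, 9 and 11 did. In other splits of the same mice a median of 6, 7 and 8 lists passed with camera. Its adjusted p for a single list may thus be too small. STAT5 targets were higher in T and NK cells, NK cells and T cells in all 3 comparisons, and under fry in all except NK cells of IL10/2-Trikine against mono-IL10 (adjusted p 0.224). In T and NK cells S phase genes were higher with IL10/2-Trikine against both groups (mean log2 fold change 0.63 and 0.55), and so were G2M genes (0.33 and 0.43), the latter not under fry (adjusted p 0.128 and 0.0510). The early IL-2/STAT5 response list did not change with IL10/2-Trikine against PBS (-0.30, adjusted p 0.219, 0 of 6 genes higher) and was lower with mono-IL10 against PBS (-0.49, adjusted p 0.00160). In T cells it was higher with IL10/2-Trikine than with mono-IL10 (0.41, adjusted p 0.0443, not under fry at 0.0510). The IL-10/STAT3 list did not change in T and NK cells (-0.04, -0.19 and 0.16). Interferon response genes were lower in T and NK cells with IL10/2-Trikine against PBS (-0.63, adjusted p 0.0179), and naive and memory genes were lower with IL10/2-Trikine (-0.70, adjusted p 0.00302) and with mono-IL10 (-0.26, adjusted p 0.0179, under fry 0.119) against PBS. In macrophages STAT5 targets were higher with IL10/2-Trikine than in PBS (1.29) and mono-IL10 (1.70). The IL-10/STAT3 list was higher with mono-IL10 than in PBS (0.42, adjusted p 3.82e-06, 10 of 10 genes) and lower with IL10/2-Trikine than with mono-IL10 (-0.27, adjusted p 5.02e-05, 0 of 10 genes higher). S phase and G2M genes were lower in macrophages with either treatment than in PBS (-0.61 and -0.79 for IL10/2-Trikine, -0.86 and -1.03 for mono-IL10). In dendritic cells STAT5 targets were higher in both treatments than in PBS (0.68, under fry 0.0597, and 0.58). Of the dendritic cells, 22.2% to 25.3% carried a T or NK lineage UMI. In those without one, 7 of the targets differed from PBS by 61.4 CPM with IL10/2-Trikine (exact permutation p 0.0714) and 80.8 CPM with mono-IL10 (exact permutation p 0.00794), against 213 and 191 CPM in all. Free RNA and joined cells were not excluded there. In dendritic cells the IL-10/STAT3 list was higher with mono-IL10 (0.22, adjusted p 0.00178). The mean and the test differed in sign for 9 combinations, none past the threshold.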

Values the study reported

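The study gave 5 mice for the mono-IL-10 group and 5 for the IL-10/2-Trikine group of this experiment, with doses of 26 and 30.6 μg per mouse. It reported loading approximately 35,000 cells per sample.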

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

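The tests of short barcodes, of cells without a mouse, of the Cycling_T cells, of STAT5 targets in macrophages, of NK cells thinned to 1500 UMIs, of the difference between NK and T cells, of lower NK UMI totals for the STAT5 score, of thinned neutrophils, of thinned PBS T and NK cells and of counting error were chosen only after the results were seen. Mice that stood apart from the other mice of their group were searched for in 123 groups of values by the gap to the nearest mouse relative to the whole range. That test marks about 1 in 20 groups by chance, so 6.15 were expected and 13 were found. For these single mice the design names no biological difference, and no biological explanation was tested.

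In 8 of the 13 cases the question was whether a small number of cells gave the value, tested with Fisher's exact test against the other mice of the group and multiplied by the number of mice. PBS mouse 2 had a Cycling_T share of 18.75% against 9.82% to 12.2% in the others (gap over range 0.734), and counting error could explain it (12 of 64 cells against 31 of 284, p 0.471). The same mouse held the only naive_T cell of its group (1.56%, gap over range 1), which counting error could also give (p 0.920). For the ISG+CD8T cluster, IL10/2-Trikine mouse 5 held the only cell of its group (0.952%, gap over range 1), with p 1 for counting error. A gdT/NKT share of 14.3% in mono-IL10 mouse 3, against 7.45% to 9.30% (gap over range 0.729), rested on 5 of 35 cells, and counting error could give it as well (p 1). IL10/2-Trikine mouse 5 had 19.0% of T and NK cells with Mki67 against 30.6% to 32.6% (gap over range 0.852, p 0.112 for counting error). Mono-IL10 mouse 5 had 8.57% of thinned NK cells with Mki67 against 1.82% to 2.63% (gap over range 0.880, 3 of 35 cells, p 0.355). In the remaining cases of this kind the tables did not decide, because these mice had been picked as the extreme ones. Treg cells made up 13.4% in IL10/2-Trikine mouse 1 against 2.08% to 4.35% (gap over range 0.800), with 9 of 67 cells against 11 of 333 (p 0.0112, or 0.0896 over the 8 tests). Of the NK cells of PBS mouse 3, 4 of 20 carried Mki67 while 0 of 79 did in the other PBS mice (gap over range 1, p 0.00644, or 0.0515 over the 8 tests), and after thinning the share was 10% against 0 in the others (gap over range 1), which was not tested on its own. What sets these mice apart stays open.

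IL10/2-Trikine mouse 1 differed from the other mice of its group in several cell shares. Tumor epithelial-like cells made up 12.3% of its clustered cells against 45.6% to 59.0% (gap over range 0.714), macrophage or monocyte-like cells 88.0% of its named immune cells against 78.2% to 80.6% (0.750), and unnamed cells 50.8% against 22.9% to 28.8% (0.788). Counting error was argued against, because the exact 95% binomial interval of the tumor epithelial-like share, from 874 of 7130 cells, reached only 13.0%. Barcodes of other mice called mouse 1 were argued against, since the median log2 ratio of its highest to its next hashtag count was 3.51, inside the 1.58 to 4.26 of the other mice. A different yield of the bead isolation in this mouse was not tested and stays open.

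The effect of IL10/2-Trikine against PBS on the S and G2M score was larger in NK cells than in T cells by 1.026, by a test of the difference itself. Whether cycling NK cells inside the Cycling_T cluster gave it was not decided. The difference was 0.959 after they had been moved, but this left IL10/2-Trikine mice with few T cell UMIs, and with equal totals it was 0.302 (exact permutation p 0.254). Fewer NK cell UMIs in the PBS mice are a candidate explanation, because the difference was 0.246 (exact permutation p 0.230) once every mouse had been thinned to 1 total. A treatment difference between the cell types stays open as well. IL10/2-Trikine mouse 1 had the lowest NK minus T value, -2.19 against -1.57 to -1.33 (gap over range 0.717). With equal totals its gap over range was 0.0525, and it was still the lowest. Mouse 3 had fewer NK cell UMIs (66670 against 87030) without a low value, so whether fewer UMIs caused it cannot be decided.

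The higher share of NK cells with IL10/2-Trikine than with PBS, 26.6 percentage points for NK and Cycling_NK together, was weighed against losses of cells. With shorter barcodes of at least 500 genes added, typed by the larger number of marker UMIs, the difference was 25.8 points. That typing called 259 of 1221 annotated T cells NK cells, so it could hide lost T cells. With any T cell UMI counted as a T cell, which called 108 of them NK cells and 327 of 863 NK cells T cells, the difference was 19.2 points (exact permutation p 0.00794). With the PBS cells thinned to 67.5% of their UMIs, the ratio of the libraries, and filtered again, it was 22.2 points (exact permutation p 0.0238), although only 49.8% of the T cells and 60.6% of the NK cells were kept. Losses of these sizes were argued against as the whole cause. The 67.5% was a ratio over all passing barcodes, so a larger loss among T and NK cells was not tested. Over all annotated cells, those without a mouse included, it was 25.0 points. A difference between libraries cannot be told apart from the treatment, because each group, IL10/2-Trikine included, was measured in 1 library.

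NK transcripts in the Cycling_T cluster may come from cycling NK cells that were grouped with cycling T cells. Cells of the cluster with NK and no T cell UMIs were more frequent than in PBS by 20.2 percentage points with every cell thinned to 1500 UMIs (exact permutation p 0.00794). Free RNA was argued against for Ncr1, Klrb1c and Klre1, since Treg and act_CD4T cells of the same library carried only 20.6% as many of their UMIs. Tyrobp and Fcer1g, which also counted as NK UMIs when cells were moved, were not part of that test. An NK cell and a T cell in 1 droplet was argued against as the main cause, since 34.5% of the cluster's cells with NK UMIs carried at least 2 T cell UMIs. The marker-based assignment does not replace the authors' cluster names.

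The higher STAT5 target score was weighed against composition and depth. Cluster shares as the whole cause were argued against by the difference of 1.62 within NK cells. Depth was argued against, because the difference within NK cells was 2.14 with every cell thinned to 1500 UMIs and 1.72 with every mouse thinned to 1 total. The library effect stays open here too, and a treatment effect is a hypothesis that these data alone cannot separate from it.

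STAT5 targets were higher in macrophages and monocytes with IL10/2-Trikine than with mono-IL10, and their source stays open. Macrophages joined with a T or NK cell in 1 droplet could give most of it. The difference in 7 of the genes was 93.1 CPM in all macrophages and 29.2 CPM in those without a T or NK lineage UMI, so 31.4% was left (exact permutation p 0.00794 for each). Free RNA could give much of the rest. Among cells without a lineage UMI the genes differed by 0.0598 UMIs per cell in macrophages and by 0.0424 in tumor epithelial-like cells (exact permutation p 0.0397). A treatment effect on macrophages stays open and was not shown.

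Droplets with both macrophage and T or NK transcripts numbered 14448, or 13.8% of the passing barcodes. Cells of different mice joined in 1 droplet were argued against as the main source, since 22.9% of those with a hashtag carried more than 1, against 16.8% of the droplets of a single type. Tumor epithelial-like cells carried 3.90% as many T and NK lineage UMIs per cell as the mixed clusters. This cannot decide on free RNA, because the naming rule kept clusters with T or NK transcripts out of the tumor epithelial-like class. A cluster of 926 cells with tumor epithelial and NK markers was left unnamed in this way. Joined cells of the same mouse may remain as a source and were not tested. The lower neutrophil share with IL10/2-Trikine than with PBS was weighed against neutrophils lost to the gene filter. PBS immune cells thinned to 67.5% of their UMIs and filtered again kept 47.7% of the neutrophils and 86.7% of the others. The difference was then -0.794 percentage points (0.635% against 1.43%, exact permutation p 0.00794, 5 of 5 below), in place of -1.94. At that thinning the loss did not give the whole difference, and it could give part of it. The 67.5% was the ratio of the medians over all passing barcodes (6399 UMIs in IL10/2-Trikine, 9474 in PBS), not over neutrophils. A stronger thinning was not tried, so the loss as the whole cause stays open.

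Whether chance division of the mice could give as many genes was tested with 100 splits of the mice, the real one included. In 14 of the 15 comparisons of genes only the real split (1 of 100) gave as many, so chance was excluded there. For mono-IL10 against PBS in NK cells 3 of 100 did, which is under 1 in 20. With 9 genes in another split against 7 in the real one, and 15 comparisons made, that number is weak evidence against chance. For the gene lists, 2 of 100 splits gave as many for IL10/2-Trikine against mono-IL10, whereas 7 of 100 did for IL10/2-Trikine against PBS and 13 of 100 for mono-IL10 against PBS. Chance was thus not excluded for the number of lists in both comparisons with PBS.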

How the results depend on the processing

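The alternatives on the Cycling_T cells, on summed counts thinned to 1 total, on the first clustering, on the first naming ratio and on annotated cells counted by the authors' type were chosen after the data were seen, and the others before. In all 6219 alternatives of 296 results were computed. For every change below the cause was not tested unless it is given. No named gene past the threshold changed direction, and for the named genes the alternatives chosen beforehand, other than leaving out a mouse, kept the call in 1256 of 1324 cases. The STAT5 score kept direction in all 198 alternatives.

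DESeq2 gave 88 genes for mono-IL10 against PBS in T and NK cells, 94 for IL10/2-Trikine against mono-IL10 and 14 for mono-IL10 against PBS in NK cells, and 285 for IL10/2-Trikine against mono-IL10 in dendritic cells. Without a filter beyond 1 count, mono-IL10 against PBS gave 156 genes in T and NK cells, 46 in NK cells, 135 in T cells and 586 in dendritic cells. There IL10/2-Trikine gave 443 against PBS and 556 against mono-IL10. Cells thinned to at most the lowest group median gave 32 genes in T and NK cells, 13 in NK cells and 167 in dendritic cells for mono-IL10 against PBS. Clusters weighted to equal shares gave 255, 117 and 18 genes in T and NK cells for IL10/2-Trikine against PBS, against mono-IL10 and for mono-IL10 against PBS. Fits with only the groups compared gave 86 genes in NK cells and 62 in dendritic cells for IL10/2-Trikine against mono-IL10. Without the Cycling_T cluster T cells gave 41, 137 and 26 genes, which removes cells by construction and leaves 3 of 5 IL10/2-Trikine mice. With its NK-like cells moved, T cells gave 87, 167 and 31 genes, and NK cells 159 for IL10/2-Trikine against mono-IL10 and 12 for mono-IL10 against PBS. Fry in place of camera gave 9 lists for IL10/2-Trikine against mono-IL10.

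On the log2 odds scale the Cycling_T difference from mono-IL10 (0.80) and the NK difference from PBS (1.20) passed the threshold. Cells with at least 2000 genes, as few as 2 in a mouse, gave Cycling_NK differences of 3.81 from PBS and 2.18 from mono-IL10, a Cycling_T difference of 15.7 from PBS, and 0 clusters past the threshold against PBS and 0 against mono-IL10. NK cells then differed from mono-IL10 by -3.91 points, and NK with Cycling_NK cells by 12.7 from PBS and -1.74 from mono-IL10. All cycling clusters differed by 5.999 from PBS and 25.3 from mono-IL10, and mono-IL10 from PBS by -19.3. The naive clusters differed by 0 from PBS and -3.88 from mono-IL10. T cells among named immune cells differed by 0.951 from PBS and neutrophils by -0.0743 for mono-IL10 against PBS, with 1 class past the threshold against mono-IL10 and 0 for mono-IL10 against PBS. With all immune cells as denominator, which makes macrophages most of it, Cycling_NK cells differed by 0.682 from PBS and 0.598 from mono-IL10, Cycling_T cells by 1.33 from PBS, NK cells by 1.45 from mono-IL10, NK with Cycling_NK cells by 3.38 and 2.04, and all cycling clusters by 1.25 from mono-IL10. None of these passed, so 0 and 0 clusters did. Without cycling clusters the NK difference from PBS was 37.7 points and past the threshold, with 3 and 2 clusters past it, out of fewer clusters. Without the largest class 5 classes passed against PBS and 3 for mono-IL10 against PBS. The first clustering and the naming ratio of 0.3 each left 0 classes for mono-IL10 against PBS. Annotated cells counted by the authors' type also left 0 there and 1 class for IL10/2-Trikine against mono-IL10, and the T cell difference of IL10/2-Trikine from PBS was -0.430 (exact permutation p 0.738). With NK-like Cycling_T cells moved, the Cycling_T difference was -0.750 from PBS and -4.44 from mono-IL10. NK with Cycling_NK cells differed by -0.0576 for mono-IL10 against PBS, as follows from the move.

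The STAT5 score of NK cells against mono-IL10 was not past the threshold with z-scored genes (0.48) or as a mean over cells (0.23), nor that of T cells without the NK receptor genes (0.20) or with NK-like cells moved (0.39), which passed at equal totals (0.83). For the S and G2M score of T and NK cells, the difference from mono-IL10 passed with a pseudocount of 10 (0.42), as a mean over cells (0.0715) and with equal totals (0.65). The NK difference of mono-IL10 from PBS did not with a pseudocount of 10 (0.23), as a mean over cells (0.0165) or with equal totals (0.19), and was -0.13 with NK-like cells moved. That of IL10/2-Trikine from mono-IL10 did not pass as a mean over cells (0.0381). In T cells mono-IL10 against PBS turned to -0.00893 with a pseudocount of 10, -0.0551 with equal totals and -0.44 without the Cycling_T cluster, and in T and NK cells to 0.00267 as a mean over cells. Without the Cycling_T cluster the T cell differences of IL10/2-Trikine were 0.52 and 0.96. With 3 mice left, the loss of the call there says little. With NK-like cells moved they were 0.0622 from PBS and -0.0414 from mono-IL10. With equal totals and no move the T cell differences were 0.97 from PBS and 1.02 from mono-IL10. Moved and with equal totals they were 0.63 and 0.68 and past the threshold, so part of the former fall followed depth and the rest was not decided. Mono-IL10 against PBS then was -0.47 in NK cells and -0.0534 in T cells. The NK minus T effect of IL10/2-Trikine against PBS was 0.20 with a pseudocount of 10 and 0.25 with equal totals, and that of mono-IL10 against PBS was -0.23 with NK-like cells moved. Moved and with equal totals, these effects were 0.30 and -0.35.

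Leaving out a mouse leaves fewer arrangements, so calls by permutation are lost partly by construction. Gene counts that moved by over 1.5 times ranged from 29 to 63 in T and NK cells for mono-IL10 against PBS (without PBS mouse 3 or 5, or mono-IL10 mouse 1 or 5). In NK cells they ranged from 61 to 101 for IL10/2-Trikine against PBS (PBS mouse 4), 9 to 72 against mono-IL10 (mono-IL10 mice 1, 2 and 4 and IL10/2-Trikine mice 2, 4 and 5) and 3 to 13 for mono-IL10 against PBS (mono-IL10 mice 1 and 4). In T cells the range was 151 to 304 for IL10/2-Trikine against PBS (IL10/2-Trikine mouse 2) and 20 to 70 for mono-IL10 against PBS (PBS mouse 3, mono-IL10 mice 1 and 5). Macrophages ranged from 872 to 1521 against mono-IL10 (IL10/2-Trikine mouse 1), and dendritic cells from 73 to 167 against PBS (PBS mice 1 and 2, IL10/2-Trikine mice 1 and 2) and 60 to 216 against mono-IL10 (mono-IL10 mice 2, 4 and 5, IL10/2-Trikine mice 1 and 2). Differences ranged from 5.59 to 8.82 for Cycling_NK from PBS (PBS mice 1, 3, 4 and 5, IL10/2-Trikine mice 2 to 5) and 5.07 to 8.29 from mono-IL10 (all mono-IL10 mice, IL10/2-Trikine mice 2 to 5). They ranged from 10.0 to 12.3 for Cycling_T from PBS (each IL10/2-Trikine mouse) and 7.63 to 9.74 from mono-IL10 (passing without PBS mouse 2, through the adjustment). For NK they were 16.04 to 21.5 from PBS (passing without PBS mouse 2) and 15.6 to 20.7 from mono-IL10 (the same mice as Cycling_NK). Clusters past the threshold ranged from 0 to 6, 0 to 5 and 0 to 1, and classes from 0 to 3, 0 to 3 and 0 to 3. All IL10/2-Trikine mice changed the first number of clusters, mono-IL10 mice 1, 2, 4 and 5 and IL10/2-Trikine mice 2 to 5 the second, and PBS mouse 2 the last. For classes the changing mice were IL10/2-Trikine mice 2, 3 and 5, with PBS mice 1, 2, 3 and 5 and mono-IL10 mice 2 and 3 for mono-IL10 against PBS. The S and G2M score ranged from 0.41 to 0.55 and 0.41 to 0.57 in T and NK cells (PBS mouse 1, mono-IL10 mouse 2). It ranged from 0.78 to 0.99 in NK cells against mono-IL10 (PBS mouse 1, mono-IL10 mice 1 and 4, each IL10/2-Trikine mouse), 0.65 to 0.95 for mono-IL10 against PBS (all mice but mono-IL10 mouse 3 and IL10/2-Trikine mouse 5) and 0.51 to 0.68 in T cells against mono-IL10 (IL10/2-Trikine mice 1 to 4). It reversed for mono-IL10 against PBS in T and NK cells (-0.0871 to 0.0722, PBS mice 2, 3 and 5, mono-IL10 mice 3, 4 and 5) and in T cells (-0.0227 to 0.15, PBS mouse 1, mono-IL10 mouse 2). The NK minus T effect ranged from 0.93 to 1.17 (PBS mice 1, 2, 3 and 5, IL10/2-Trikine mice 2 to 5) and for STAT5 from 0.24 to 0.55 (passing without PBS mouse 4). The sum of NK and Cycling_NK reversed for mono-IL10 against PBS without PBS mouse 1 or mono-IL10 mouse 5 (-1.65 to 3.56). All cycling clusters together reversed without mono-IL10 mouse 1 (-0.175 to 1.85).

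Mice with the same hashtag number correlated by -0.158 to 0.155 over 5034 genes, with 1 of 15 pairs above 0.1, so they share only a number. With that number as a replicate block, exact permutation has at most 32 arrangements and a smallest p of 0.0625, which cannot reach the threshold. Of 72 results 38 were at their smallest p. In edgeR the block left 363 of 436, 358 of 406 and 35 of 51 genes shared in T and NK cells, and 13 of 222 named gene results got another call. Depth limits NK cells most, with 33913 UMIs in the lowest mouse.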

Other observations

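The PBS library held 44412 barcodes and the IL10/2-Trikine library 55504. Both are higher than the number of loaded cells quoted from the study above.

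Xist was found at 686 to 1312 CPM in the T and NK cells of all 15 mice, and no Y-linked gene of the 4 looked at exceeded 4.97 CPM in any of them. Xist was higher in every IL10/2-Trikine mouse (941 to 1312 CPM) than in every mono-IL10 mouse (686 to 861 CPM). This also held in macrophages and monocytes (830 to 1110.5 against 586 to 714 CPM) and in dendritic cells (980 to 1639 against 616 to 751 CPM). In T cells alone these groups overlapped. An effect of the library could give this and was not separated from the treatment. In T and NK cells the STAT5 targets rose against PBS at day 14 with IL10/2-Trikine (1.37) and with mono-IL10 (0.83). The early IL-2/STAT5 response list rose with neither. The paper describes mono-IL10 as acting mainly through STAT3, so a rise of these targets does not by itself show STAT5 activity. The hypothesis that early targets had returned to their earlier level after the last dose was not tested, and T and NK cells taken within hours of a dose would test it.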
